A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Transcriptome Changes in Hirschfeldia incana in Response to Lead Exposure" (2016).

How the data were processed

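RNA from roots and shoots of Arabidopsis thaliana was measured on 6 Agilent 2-colour oligonucleotide arrays, 3 of roots and 3 of shoots. Each array carried RNA of untreated seedlings labelled with Cy3 and RNA of lead-treated (Pb) seedlings labelled with Cy5. The dyes were never swapped, so a dye effect of a probe stays in its ratio and was not separable from the Pb effect within a tissue. The scanner files place the 3 shoot arrays and root replicate 1 on 1 slide with 1 scan, and root replicates 2 and 3 on another slide with another scan.

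The deposited scanner files, written by Feature Extraction 10.7.3.1, give for each spot the mean signal and local background of both channels as intensity, in arbitrary brightness units. They also give processed signals as intensity, which the software had corrected for background and dye. The deposited ratio column is log10 of the processed Cy5 over the processed Cy3 signal. The authors also provided a value table for the 6 arrays, whose unit is other than an intensity or a log ratio. Its values matched a quotient of log2 channel values after quantile normalization and centring of each probe, and they entered no comparison.

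Every array held 45220 spots, of which 43803 were not controls. These represent 43603 probes, of which 50 were printed 5 times, and the median probe length was 60 nt. Probes were assigned to gene loci from the gene name column for 25033 probes, from an accession for 11613, from a symbol or synonym of 1 locus for 652 and from the description for 140. The other 6165 probes had no locus and were tested but not counted as genes. The 37438 assigned probes covered 26950 loci, of which 26690 were in the TAIR10.1 gene table used for names, and 7963 loci had more than 1 probe. Probe positions were taken from the scanner files, whose build is an older one named ath1, and were not lifted to TAIR10.1. Probe sequences were not aligned to a genome, so binding to related transcripts was not checked.

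Ratios were computed in R 4.3.3 with limma 3.58.1 and version 1.17.8 of data.table. Mean signals were corrected with the normexp method at an offset of 50, and log2 of Cy5 over Cy3 was normalized by loess within each array, so a positive log2 ratio means a higher level in Pb-treated tissue. Loess sets the middle of each array's ratios near 0, and all changes are relative to that middle. Spots marked as outliers by the scanner software were left out, and repeated spots were averaged. A probe was tested in a tissue when it was well above background in all 3 arrays of the control channel or of the Pb channel. For the comparison of tissues it had to pass in either tissue. The number of arrays, 3 per tissue, limits the precision of every value.

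The mean log2 ratio of a tissue was tested against 0 with limma's moderated test, and the difference between tissues as a contrast of the root and shoot means over the 6 arrays. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the probes tested, and a gene was called changed at an adjusted p below 0.05 by its brightest probe. Overlap of calls was tested with Fisher's exact test on probes, and the likeness of responses was described by Pearson's r and Spearman's rho across genes. A total of 18 gene lists with 148 genes, written down beforehand, were tested in both tissues with camera at a preset correlation of 0.01 and with fry, adjusting over all lists and both tissues. Of the 148 genes 2 were assigned no probe, MIR398B and ZIP4. The array has a probe for ZIP4, but 2 loci share this symbol, and the zinc list was tested with it by its position only after seeing the data. The lists are the study's photosynthesis, cell wall and metal handling categories for shoots and for roots, genes known from lead tolerance, and genes of abscisic acid (ABA) synthesis and breakdown. The others are metallothionein and phytochelatin synthase genes, genes raised by shortage of phosphate, iron, zinc or copper, genes lowered by shortage of iron or copper, and shoot and root markers. The study chose its categories in part by comparison with these arrays, so they are not independent of them. Shared members were 1 gene between the study's photosynthesis lists, 3 between its cell wall lists, 2 between shoot markers and its photosynthesis list for roots, and 2 between the metallothionein list and its metal handling list for shoots. The latter also shares 1 gene with those lowered by iron shortage, and root markers share 1 with those raised by phosphate shortage.

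Named genes followed a rule. In each tissue they are the 5 largest rises and the 5 largest falls among genes past the threshold, with the same sign on all 3 arrays and both channels well above background and unsaturated on all 3 arrays. For the difference between tissues they are the 3 largest in each direction by the same rule over the 6 arrays. For genes with 1 channel not well above background on all 3 arrays, they are the 2 with the largest lower bound of the fold per tissue and direction. The bound sets the dim channel of an array to the dimmest level called well above background on it, or to the measured level where that is higher. Genes of the lists may also be named. The comparisons, the lists, the naming rule and all alternatives not said to be added later were fixed before the data were examined.

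The procedure was tested on simulated data that had the brightness and the spread of the real arrays, a dye trend along intensity and known changes in a random set of genes. In the root simulation 89% of 200 changed genes were recovered and 0.559% of calls were false. In the shoot simulation these values were 69.5% and 2.80%, and in the simulated comparison of tissues 91.0% of 391 genes and 7.29%. Only 200 of 21521 root genes were changed in the simulation, whereas 66.0% were called in the real roots. No simulated array was made unlike the others, as shoot replicate 1 was. These rates therefore need not hold for the real arrays. A list with added changes gave a camera p of 7.1e-56 and a fry p of 8.1e-06. Of 50 random lists camera gave 1 and fry gave 6 with an unadjusted p below 0.05, so fry gave more false calls in this setting. The simulated noise was drawn for each probe independently, without genes that vary together. It therefore cannot rank camera and fry on the real lists, whose genes may vary together.

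Alternatives changed the background correction, the normalization, the filter on dim probes, the treatment of repeated probes of a gene, the threshold, the variance model, the test, the handling of slide and replicate, and the arrays left out. The Student's t-test named in the paper's methods was among them and is called the methods' t-test here. It was run with the channels as unpaired samples, which the paper does not state. Its signals were those of the main comparison or quantile normalized ones, whereas the paper states quartile normalization and a normalization of each probe by its median. Quantile normalization, scaling on the spike-in transcripts and a fit with the slide as a random block were chosen after seeing the data. The spike-in scaling subtracted the intercept of the scanner software's own spike-in fit from median-centred ratios. That fit was not made on those ratios, so the spike-in transcripts were not themselves set to their known ratio. Extraction and rebuilding of the value table used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. The study's Hirschfeldia incana sequencing was not analysed here.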

Results

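Seedlings of Arabidopsis thaliana, 4 weeks old and kept in hydroponics, received lead nitrate at 40 µM for 3 days, and untreated seedlings received fresh medium without lead. According to the labels, neither medium contained phosphate. Transcript levels were compared on 2-colour arrays, with 3 arrays for roots and 3 for shoots, each pairing untreated with Pb-treated tissue. Per array, 66.1 to 74.8% of spots in the control channel and 68.2 to 75.9% in the Pb channel were well above background. The median spot signal was 286 to 473 in the control channel and 435 to 843 in the Pb channel, against medians of 41.5 to 51.1 and 69.0 to 75.7 over the 153 negative control spots. The number of saturated spots was 0 on every array, and 10 to 43 spots per array were marked as outliers.

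The tissue labels were checked with genes known to mark each tissue. In the control channel, 6 shoot markers were 4.43 to 6.67 log2 units brighter on shoot than on root arrays, and 6 root markers differed by -10.29 to -2.55. Log2 ratios of the root arrays correlated across probes with r of 0.97 for replicates 1 and 2, 0.96 for replicates 1 and 3, and 0.95 for replicates 2 and 3. Among the shoot arrays r was 0.90 for replicates 2 and 3, but 0.41 for replicates 1 and 2 and 0.30 for replicates 1 and 3. These correlations are across 26812 probes, which are not independent replicates. The median SD of the log2 ratio between arrays was 0.098 in roots and 0.13 in shoots, and the median absolute log2 ratio was 0.26 and 0.15.

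The comparison within roots asked which genes changed after Pb exposure. Of 21521 genes tested, 14201 (66.0%) passed the threshold, 7343 higher and 6858 lower in Pb-treated roots. At an unadjusted p below 0.05 the number was 14920. The median absolute log2 change of the called genes was 0.49, and 3367 genes passed the threshold and changed at least 2-fold, 1688 up and 1679 down, the alternative that moved the count most. The counts by direction are relative to the middle of each array. Spike-in scaling subtracts an intercept given by the scanner software from median-centred ratios and was chosen after seeing the data. It gave 17796 called genes of which 11.9% rose, with the median of all genes at -0.54 against 0.015 before. Median centring gave 15760 called genes of which 70.7% rose, with that median at 0.18. Leaving out each replicate in turn gave 11314 to 13603 genes. Among 4911 genes with several tested probes and a called one, 135 (2.75%) had probes called in both directions.

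Among the 5 largest rises in roots, 4 were germin-like genes that lie close together on chromosome 5. Positions are those of the probes in the older ath1 build. AT5G39120 (15680655 to 15680714) rose by 7.42 ± 0.27 on the log2 scale (SD, n = 3; limma adjusted p 3.2e-07). GLP6 (AT5G39100; 15670371 to 15670430) rose by 5.96 ± 0.28, AT5G39180 (15700900 to 15700959) by 5.92 ± 0.34, and AT5G39110 (15675539 to 15675712) by 5.62 ± 0.40. Binding of their probes to one another's transcripts was not tested, so they are not shown to be separate responses. The glutathione transferase gene GSTU4 (AT2G29460; chromosome 2, 12633785 to 12633844) rose by 5.97 ± 0.09. The largest fall was that of AT2G22122, a gene of unknown function on chromosome 2 (9410717 to 9410776), at -5.12 ± 0.36. AT1G33840, also of unknown function (chromosome 1, 12284713 to 12284772), changed by -4.81 ± 0.11, and the glyoxal oxidase-related AT1G19900 (chromosome 1, 6907042 to 6907101) by -4.61 ± 0.37. The arabinogalactan protein gene AGP30 (AT2G33790; chromosome 2, 14300911 to 14300970) changed by -4.55 ± 0.88, and AT3G19430 (chromosome 3, 6736555 to 6736614), related to late embryogenesis abundant proteins, by -4.34 ± 0.42. Adjusted p-values of these 10 genes were at most 2.8e-05. All 10 kept their sign under the 6 scalings tried, the main one included, but changes this large could hardly reverse under them.

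In shoots the same question was asked of 19745 genes, of which 954 (4.83%) passed the threshold, 694 higher and 260 lower in Pb-treated shoots. At an unadjusted p below 0.05 the number was 6565, and 57 genes passed the threshold with a change of at least 2-fold, 51 up and 6 down. Replicate 1 decided the count. Without it 9941 genes passed, among them all 954, whereas 1 passed without replicate 2 and 4 without replicate 3. With the methods' t-test, 0 genes passed an adjusted p of 0.05 and 3419 an unadjusted one. Direction also depended on scaling, since 94.1% of 3094 called genes rose under median centring, where the median of all genes moved to 0.14. Under spike-in scaling 12.0% of 249 rose, with that median at -0.37. Shoots held 6.29% and roots 93.7% of the 15155 calls of both tissues.

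Of the 5 largest rises in shoots, AT4G14020, of the rapid alkalinization factor family (chromosome 4, 8095220 to 8095279), was at 1.60 ± 0.74 (SD, n = 3; limma adjusted p 0.049). The exordium gene EXO (AT4G08950; chromosome 4, 5741260 to 5741319) rose by 1.54 ± 0.32, and the glyoxalase family gene GLYI7 (AT1G80160; chromosome 1, 30156928 to 30156987) by 1.5 ± 0.33. DMP1 (AT3G21520; chromosome 3, 7582598 to 7582657), described as of unknown function, rose by 1.5 ± 0.08, and the universal stress protein gene AT3G62550 (chromosome 3, 23147986 to 23148045) by 1.49 ± 0.54. The largest falls were those of the putative cysteine proteinase AT2G27420 (chromosome 2, 11733351 to 11733410) at -1.46 ± 0.63 and of AT3G09450 (chromosome 3, 2909991 to 2910050) at -1.37 ± 0.48. AT2G15020 (chromosome 2, 6498772 to 6498831) changed by -1.12 ± 0.42, AT2G33793 (chromosome 2, 14306074 to 14306218) by -1.04 ± 0.05 and AT3G44450 (chromosome 3, 16085332 to 16085391) by -0.99 ± 0.17. The last 4 are described as of unknown function. All 10 kept their sign under the 6 scalings tried, the main one included. They stayed past the threshold without shoot replicate 1, as all 954 called genes did. Without replicate 2 all 10 no longer passed, and without replicate 3 this held for 9.

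**Figure D1:**
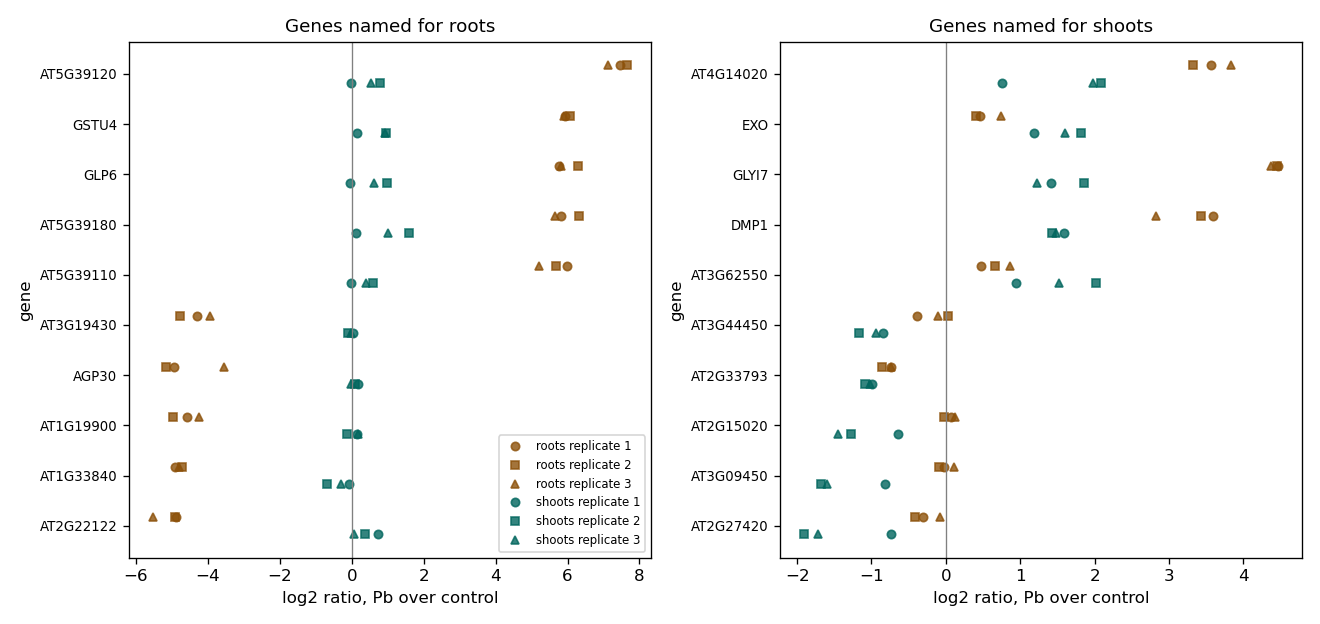
Log2 ratio of Pb-treated over untreated tissue (horizontal axis) for the 10 genes named in roots (left) and the 10 named in shoots (right), with 1 point per array. Brown points are root arrays and green points are shoot arrays; circles, squares and triangles are replicates 1, 2 and 3. Root points of AT5G39120, with a mean of 7.42, lie far from its shoot points, and the shoot arrays spread most in AT4G14020, with an SD of 0.74.

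Some genes were well above background in only 1 channel on all 3 arrays of a tissue, and for these the fold is a lower bound. In roots 263 genes were not well above background in the control channel, 260 of them past the threshold, and 163 were so in the Pb channel, 162 of them past it. The beta-glucosidase gene BGLU27 (AT3G60120; chromosome 3, 22219855 to 22219914) was at least 24.5-fold higher in Pb-treated roots, and the pathogenesis-related AT4G33710 (chromosome 4, 16181068 to 16181127) at least 20.8-fold higher. The protein kinase gene AT3G46410 (chromosome 3, 17091605 to 17091664) was at least 9.49-fold lower and HR1 (AT3G50450; chromosome 3, 18734036 to 18734095) at least 6.33-fold lower. In shoots there were 11 such genes for the control channel, 7 past the threshold, and 9 for the Pb channel, 7 past it. For NCED2 (AT4G18350; chromosome 4, 10144340 to 10144399), of ABA synthesis, no bound could be had, because its control channel lay above the level used as floor, and its fitted log2 ratio was 0.66. AT3G04320, described as an endopeptidase inhibitor (chromosome 3, 1144297 to 1144356), was at least 1.51-fold higher. AT5G28615, of unknown function and without a position in the files, was at least 4.08-fold lower, and the sulfotransferase gene SOT7 (AT1G28170; chromosome 1, 9842130 to 9842189) at least 2.08-fold lower.

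Whether the response differed between tissues was tested directly on the 6 arrays, where a dye effect shared by all arrays cancels. Of 22396 genes tested, 10995 (49.1%) passed the threshold, 5559 with a higher and 5436 with a lower log2 ratio in roots than in shoots. The number at an unadjusted p below 0.05 was 12637. A probe had to pass the filter in only 1 tissue, so some of these genes were dim in the other. Among 18216 genes well above background in both channels of all 6 arrays, 8494 passed the threshold. Requiring a difference of at least 2-fold moved the count most, to 3329. Root minus shoot, the log2 ratio differed by 5.60 in BIP3 (AT1G09080; chromosome 1, 2929220 to 2929256), where it was 5.52 ± 0.34 in roots and -0.08 ± 0.13 in shoots (SD, n = 3 each; limma adjusted p 5.4e-07). The difference was 5.38 in AT1G71140, of the MATE efflux family (chromosome 1, 26830119 to 26830178), and 5.30 in GSTU4. It was -5.50 in AT2G22122 and -4.53 in UMAMIT20 (AT4G08290; chromosome 4, 5240789 to 5240848), of the nodulin MtN21 family. AT1G33840 differed by -4.66 by another of its probes (12283879 to 12284070) than the one named for roots. In shoots its probes lay on opposite sides of 0, at 0.53 ± 0.16 and -0.36 ± 0.32.

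Calls in both tissues were compared over 27976 probes tested in both. Of 17557 called in roots and 1269 in shoots, 997 were called in both, against 796 by chance (odds ratio 2.25; Fisher's exact test p 3.0e-35). Probes and genes are not independent, so this p describes the overlap only. Of the 997 probes, 702 changed in the same direction, 550 up and 152 down, and 295 in opposite directions. Without shoot replicate 1 the number called in both was 9293, and without replicate 2 it was 1. Across 18862 genes the mean log2 ratios of roots and shoots correlated with r of 0.27 and rho of 0.22. The 9 pairs of a root and a shoot array gave r from 0.07 to 0.29 with an SD of 0.087, and genes are not independent replicates. Median centring gave the highest r of the alternatives, 0.30.

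The gene lists asked whether known groups of genes moved together. Camera called 5 of 36 tests, and fry called 3, of which ABA synthesis in roots was called by both. Camera calls did not hold under fry for the other 4. In roots the study's photosynthesis list for roots had a mean log2 ratio of 0.98 with all 11 genes called up (camera adjusted p 0.0034, range over 7 alternatives 0.00044 to 0.013). The ABA synthesis list had a mean of 0.98 and a median of 0.72, or 0.69 with genes of a dim channel at their bound, and 8 of 8 genes rose (camera adjusted p 0.023, range 0.014 to 0.035; fry adjusted p 0.0018). In this list 6 genes were called over all genes tested and 6 adjusted over the list alone, while under spike-in scaling 4 of the 8 rose and 8 lay above the median of all genes. Among them NCED5 was at least 10.5-fold and NCED2 at least 1.90-fold higher. Shoot markers had a mean of 0.95 with 6 of 6 genes called up (camera adjusted p 0.023, range 0.0070 to 0.054, the highest under median centring). The study's cell wall list for shoots had a mean of -0.81 in roots, with 2 genes called up and 10 down of 14 (camera adjusted p 0.027, range 0.0071 to 0.043).

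Fry alone called the study's metal handling list for shoots in roots, with a mean of 0.87 and 4 genes called (fry adjusted p 0.0046; camera adjusted p 0.25). It also called the metallothionein and phytochelatin synthase genes in roots, with a mean of 0.74 and 7 genes called, 6 of them up (fry adjusted p 0.016; camera adjusted p 0.069). The latter passed camera under 2 of 7 alternatives, without root replicate 1 (0.043) and without root replicate 3 (0.046). Within it, MT2B rose by 1.77 ± 0.13 and MT2A by 1.33 ± 0.24 (SD, n = 3), while PCS1 was at -0.20 ± 0.03, which changed sign to 0.02 under median centring. Under spike-in scaling 5 genes of this list rose and 6 lay above the median of all genes. In shoots camera called this list with a mean of 0.64, and 6 of 6 genes rose (camera adjusted p 0.0038, range 0.00074 to 0.017; fry adjusted p 0.055). Of these 2 were called over all genes tested, MT2B and MT1A, and 6 adjusted over the list alone. The lists that passed camera kept the sign of their mean under the 6 scalings.

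The other lists did not pass in roots. Genes raised by iron shortage had a mean of -0.89 (camera adjusted p 0.13, past the threshold under 2 of 7 alternatives, at 0.028 with median centring and 0.046 without root replicate 3), and 9 of 9 were called, 2 up and 7 down, with FIT at -2.18 ± 0.20, FRO2 at -2.20 ± 0.46 and IRT1 at -1.94 ± 0.54. Genes raised by copper shortage had a mean of 1.16 (adjusted p 0.054), and 7 were called up and 1 down, with FSD1 at 2.73 ± 0.27. This list passed under 5 of 7 alternatives, with a range of 0.012 to 0.16, and at 0.012 and 0.035 without root replicates 1 and 2. In it FRO5 was not well above background in the control channel and was at least 1.53-fold higher, a rise that changed sign under spike-in scaling. Root markers had a mean of -1.30 (adjusted p 0.055), with 1 gene called up and 5 down. They passed under 5 of 7 alternatives, with a range of 0.019 to 0.067, among them each replicate left out at 0.030 to 0.046. Lead tolerance genes had a mean of 0.68 (adjusted p 0.23), with PDR12 at 3.32 ± 0.25 and HMA3 at -0.97 ± 0.11. Genes raised by phosphate shortage had a mean of -0.42 (adjusted p 0.43), and of -0.91 without root replicate 3 (adjusted p 0.046), the 1 of 7 alternatives passed. Means that changed sign under some scaling were those of genes raised by zinc shortage at 0.14, lowered by iron shortage at -0.02 and lowered by copper shortage at -0.12. The same held for the study's photosynthesis list for shoots at 0.03, its cell wall list for roots at -0.03 and its metal handling list for roots at 0.03. Mean and median or test differed in sign for the last list with a median of -0.62, for genes lowered by iron shortage with a median of 0.19, and for ABA breakdown with a mean of -0.51 and a median of 0.06. They also differed for the study's cell wall list for roots and photosynthesis list for shoots, where fry pointed up and down against the mean. Adjusted over the list alone, the number of called genes equalled that over all genes tested in each of the 18 lists in roots; for the study's own lists this is not independent evidence.

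In shoots the remaining 17 lists did not pass. The study's photosynthesis list for shoots had a mean of -0.20 (camera adjusted p 0.055, past the threshold under 4 of 7 alternatives with a range of 0.014 to 0.22, and 0.015 without shoot replicate 1) with 1 gene called and 7 adjusted over the list alone. Its photosynthesis list for roots had a mean of 0.15 with 1 and 4 (adjusted p 0.15, range 0.013 to 0.92, and 0.013 with median centring and 0.043 without replicate 3). The mean of this list was 0.40 on replicate 1, against 0.06 and -0.005 on replicates 2 and 3. Without replicate 1 it was 0.03, so the rise came mostly from that array. The study's cell wall lists had means of 0.17 for shoots and 0.27 for roots, the latter with 2 and 10 (adjusted p 0.11, and 0.032 without replicate 3). Its metal handling lists had means of 0.47 for shoots, with 1 and 2, and 0.21 for roots. Lead tolerance genes had a mean of 0.21, ABA synthesis 0.15 with 1 gene called and 3 adjusted over the list alone, ABA breakdown 0.21, phosphate shortage 0.07 and copper shortage 0.32 for the raised genes. These means, those of the shoot markers at 0.12, with 1 called and 3 over the list alone, and root markers at 0.00, and those of the study's lists other than the metal handling list for shoots changed sign under some scaling. Genes raised by iron shortage had a mean of 0.49 and a median of 0.41, or 0.33 with IRT1 at its bound of at least 1.24-fold, with 1 and 2 genes called; the rise of IRT1 changed sign under spike-in scaling. Without shoot replicate 1, 9 of these genes passed the filter in place of 6 and their mean was 1.23 (adjusted p 0.0017, against 0.13 with it, the 1 of 7 alternatives passed), while the mean over the same 6 genes was 0.77. Those raised by zinc shortage had a mean of 0.46, and those lowered by iron and by copper shortage had means of -0.20 and -0.43, the latter at -0.72 without replicate 1 (adjusted p 0.016, against 0.23 with it). In 10 lists with 63 genes limma called 0 over all genes tested, while 17 had an unadjusted p below 0.05 by limma and 1 by the methods' t-test. Adjusted over the list alone, limma called 4 genes raised by zinc shortage, 3 of the study's cell wall list for shoots and 1 of lead tolerance among them. The median of the root markers was -0.07, opposite in sign to their mean. Leaving out shoot replicate 1 raised the number of lists called over the 2 tissues from 5 to 10.

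**Figure D2:**
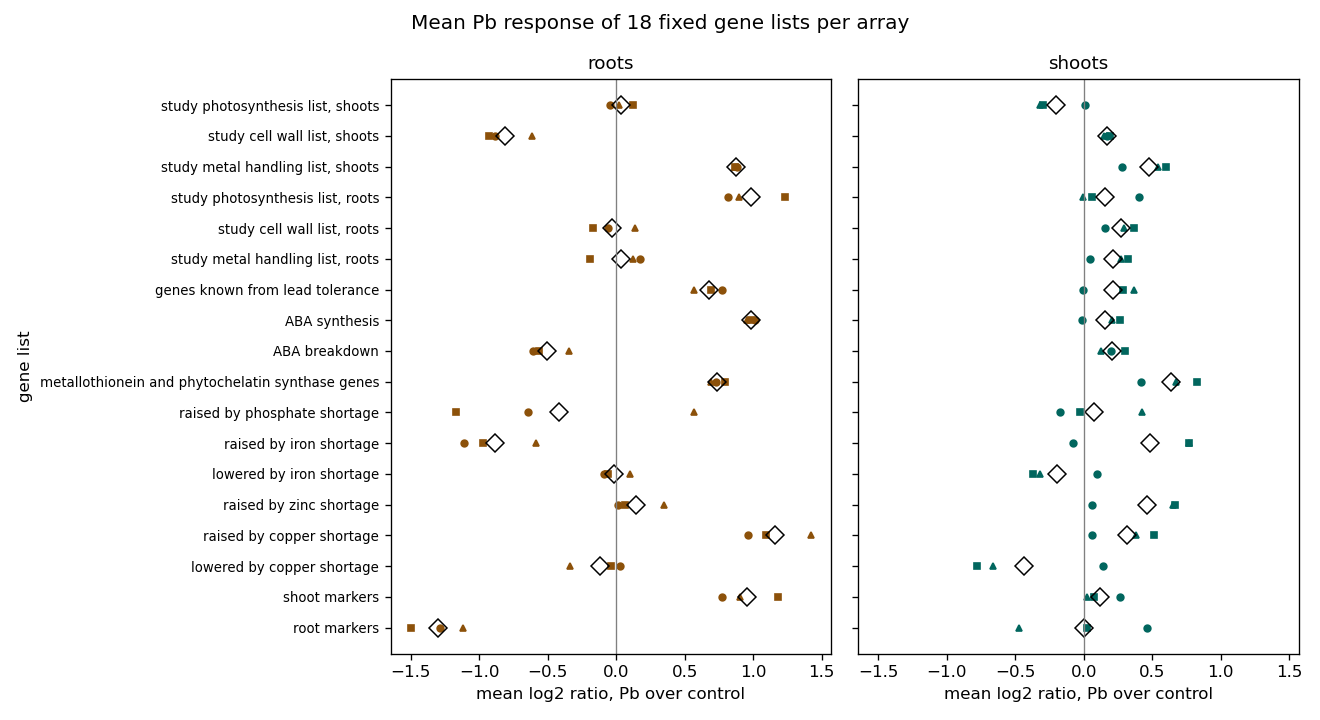
Mean log2 ratio of Pb-treated over untreated tissue (horizontal axis) for the 18 gene lists in roots (left) and shoots (right). Diamonds are means over the list from the limma fit, and circles, squares and triangles are the means on replicates 1, 2 and 3; the metallothionein and phytochelatin synthase list, at 0.74 in roots and 0.64 in shoots, kept its sign under the 6 scalings, while the means of 6 lists in roots and 12 in shoots changed sign under at least 1.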

Values the study reported

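The paper counts 14,800 Pb-regulated genes in A. thaliana at an FDR below 0.1, of which 93.5% were regulated in roots and 6.5% in shoots. In roots it lists 6737 genes as up-regulated and 7095 as down-regulated, and in shoots 407 as up-regulated and 561 as down-regulated.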

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

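The scaling on spike-in transcripts was chosen only after the result was seen, and the other tests of this part were planned.

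A total of 10995 genes responded differently to Pb in roots and in shoots by a direct test of the difference. Those singled out by the naming rule differed, root minus shoot on the log2 scale, by 5.60 in BIP3, 5.38 in AT1G71140, 5.30 in GSTU4, -5.50 in AT2G22122, -4.66 in AT1G33840 and -4.53 in UMAMIT20. A dye effect shared by all arrays cancels in this difference. The count includes genes that were dim in 1 tissue, and 8494 of 18216 genes well above background in both channels of all 6 arrays passed. With the slide as a block 6326 genes passed, so a batch of slide or scan is not the whole cause, although the comparison of tissues then rests on the slide with 1 root array. Under spike-in scaling 5029 genes passed, 32.6% of them with a higher log2 ratio in roots, with the median of all differences at -0.14. Shoot replicate 1, unlike the other shoot arrays, could have lowered the count, since 12865 genes passed without it. No other split of the 6 arrays gave as many genes, 1 of 10 splits in all, and 10 splits are too few to exclude chance by the share alone. Binding of probes to related transcripts was not tested. The study measured far more Pb in roots than in shoots. Whether this content or another difference between the tissues is the cause stays open and was not tested here.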

How the results depend on the processing

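The quantile normalized signals, the spike-in scaling, the zinc list with ZIP4 and the fit with the slide as a random block were chosen after seeing the data, while the other alternatives were planned.

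The number of genes changed in roots stayed within 1.5 times of 14201 under every alternative run except a change of at least 2-fold, which gave 3367 because fewer genes reach it. Leaving out each replicate in turn gave 11314 to 13603. Signs of 14197 of the 14201 calls were kept with the scanner software's processed signals and of 10149 (71.5%) under spike-in scaling.

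The number changed in shoots, 954, moved under most alternatives. It was 9 with processed signals, 11 with their quartile scaling, 25 with quantile normalization, 3094 with median centring and 249 with spike-in scaling. It was 625 by the mean of probes, 4326 at an adjusted p below 0.1 and 57 at 2-fold or more. One fit of all 6 arrays gave 5304, and 13310 with the slide as a random block. In the latter the correlation within a slide was estimated at -0.27 for shoots. A negative value makes the mean of arrays from 1 slide look more precise, so 13310 may be too high. Channels as separate samples without the replicate block gave 14. The methods' t-test gave 3419 genes unadjusted, 0 at an adjusted p of 0.05 and 12 at 0.1, against 6565 unadjusted genes by limma. On quantile normalized signals it gave 3570, 1 and 29. After subtraction of the other tissue's mean ratio the number was 9075. Leaving out each replicate in turn gave 1 to 9941, the highest without replicate 1. Apart from the thresholds and the arrays left out, the cause was not tested.

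The number of genes that differed between tissues was 3329 at 2-fold or more, 5029 with spike-in scaling and 6326 with the slide as a block, and 8795 to 12865 with a replicate left out; the cause was not tested. The replicate number as a block gave 10609. Deviations of root and shoot arrays with the same number correlated across probes with r of 0.03, 0.10 and 0.21. Such values do not exclude that arrays with the same number came from the same of the paper's independent experiments. The main comparison did not take the numbers to pair the arrays. The number called in both tissues was 4538 at an adjusted p below 0.1, 18 with processed signals, 3327 with median centring and 1 to 9293 with a replicate left out. The correlation of the responses stayed between 0.22 and 0.30. Gene lists called were 3 with fry, 8 with the mean of probes and 5 to 10 with a replicate left out, and the cause was not tested.

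Of 144 results for single genes, PCS1 (also CAD1, AT5G44070) in roots reversed under median centring, to 0.020. Under spike-in scaling 12 reversed, namely in roots ACBP1 to -0.17, EXPA6 to -0.11, PYE to -0.14, COPT1 to -0.058, FRO5 to -0.13, PCS2 to -0.27, ABA3 to -0.082, ABA2 to -0.25, AT3G27400 to -0.038, CYP707A1 to -0.22 and FER4 to -0.33, and in shoots IRT1 to -0.068. Median centring, which also leaves out the loess step, reversed 0 of these 12, and spike-in scaling lowers its log2 ratios by a further 0.72 in roots and 0.50 in shoots. This shift is therefore what reversed them. Under this scaling 115 results stayed past the threshold, 127 with processed signals or their quantile normalization and 138 with median centring. Of 25 in shoots all stayed without shoot replicate 1, and 6 and 7 without replicates 2 and 3.

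With the probe of ZIP4 (AT1G10970), at 1.87 ± 0.07 in roots (adjusted p 1.5e-06) and 1.06 ± 0.83 in shoots (adjusted p 0.092), the zinc list had means of 0.43 in roots and 0.58 in shoots. It did not pass camera in either (adjusted p 0.37 and 0.24), but passed fry in roots (0.044, against 0.060 without it), and camera called 5 lists as before.

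The planned random block for the slide could not be fitted on the 3 arrays of a tissue, and the 3 shoot arrays lie on 1 slide. The value table gave no count, because a quotient of centred log2 values cannot be turned back into a ratio. Leaving out saturated spots moved nothing, since the number of saturated spots was 0. Signal over background limits which genes were tested, 21521 in roots and 19745 in shoots. In both tissues 3 arrays limit the precision, and in shoots replicate 1 limits it further.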

Other observations

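The tests of noise and low signal and the comparison with untreated samples for shoot replicate 1, and those of shoot tissue in root samples, of centring, of the phosphate shortage genes and of the value table were chosen only after the result was seen.

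The log ratios of shoot replicate 1 were unlike those of shoot replicates 2 and 3. Over 243 genes changed at least 2-fold on replicate 3, the slope on replicate 3 was 0.061 for replicate 1 and 0.94 for replicate 2. Noise of the spots adds scatter but would leave a slope near that of replicate 2, so it is not the whole cause. The median signal of its Pb channel was the lowest of the shoot arrays, at 435 against 639 and 520. Among the 112 brighter of the 243 genes its slope was 0.10, against 0.94 for replicate 2, which argues against low signal as the whole cause. A mislabelled Pb channel that holds RNA of untreated shoots may explain part of this. Its Pb channel correlated at 0.997 with the control channel of replicate 3 and at 0.991 with those of replicates 1 and 2, against 0.984 and 0.989 with the Pb channels of replicates 2 and 3. The control channel of replicate 3 correlated less with those of replicates 1 and 2, at 0.993 and 0.995, than with this Pb channel. However, the log ratios of replicate 1 correlated with those of replicates 2 and 3 read by other probes, at 0.21 against 0.70 between replicates 2 and 3. Of 2134 genes with a mean change of at least 0.5 on replicates 2 and 3, 1599 (74.9%) had the same sign on replicate 1. A full wrong label would leave no Pb response, so by the planned test these values speak against it. How large a correlation untreated shoots give by themselves is known from 2 differences only, compared after the result was seen by other probes of 5468 genes. Control 2 minus control 1 correlated at 0.12 with the log ratios of replicate 3, and control 3 minus control 1 at 0.21 with those of replicate 2. The latter is the log ratio of replicate 1 if its Pb channel held RNA of the untreated shoots of replicate 3. By other probes replicate 1 itself correlated with replicate 2 at 0.22, so this value does not argue against such a swap. The 2 differences are too few to place 0.21 beyond their spread, and the share with the same sign was not compared in this way. A further difference, control 3 minus control 2, could be set only against replicate 1, the array in question. It correlated at 0.47 with the log ratios of that array, so it gives no reference for a Pb response. This is higher than the 0.21 of replicate 1 with replicates 2 and 3. A full wrong label therefore stays open on these correlations, beside a mixture and a weaker Pb response. The number of genes called in shoots rose from 954 to 9941 without this array.

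Shoot markers were higher in Pb-treated roots, where all 6 passed the filter for dim probes, and 252 of 273 genes at least 32-fold brighter in shoots rose. Shoot tissue in the Pb root samples would raise the genes most specific to shoots by the same share of their shoot level. For the brightest 50 genes the median extra share was 1.23%, but for 12 genes at least 8 log2 units brighter in shoots it was 0.030%, which speaks against such tissue as the whole cause. Root markers had a mean of -1.30, far more than the dilution of -0.018 that the extra share would give. Of these markers 5 were called down and 1 up, PYK10 at 0.75 ± 0.17. Of the marker lists, 2 shoot markers are also in the study's photosynthesis list for roots. A change of these genes in the roots themselves is a candidate explanation and was not tested separately.

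Root and shoot responses correlated across genes at 0.27. With roots and shoots read by different probes of 5221 genes r was 0.21, against 0.29 with the same probe, which argues against a dye effect of single probes as the whole cause. With each GC percentage set to the same mean r was 0.27, so GC content of the probes is not the whole cause either. A response to Pb shared by both tissues is a candidate explanation, and a dye effect tied to the gene's transcript rather than to the probe was not tested.

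Rises and falls were near equal in number in roots. When arrays were scaled on the spike-in transcripts, 11.9% of called genes rose, so centring within each array could account for the balance. The spike-in shift was the scanner software's and was subtracted from median-centred ratios, to which it had not been fitted. The median of all root genes was 0.18 under median centring and 0.0018 with processed signals, so the baseline of the shift is uncertain. The shift also differed between the shoot arrays from 0.16 to 0.87, and labelling that differed between dyes was not tested, so this scaling is not shown to be the better one.

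For the number of genes changed within each tissue, channels were also swapped on each array in turn. The real assignment was 1 of 4 for roots and 1 of 4 for shoots with as many genes, and 4 are too few to exclude chance by the share alone.

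Genes raised by phosphate shortage were unlike between root replicates. Their median SD was 0.87 against 0.094 over all genes, and 0 of 10000 random lists of the same size and brightness had one as large, which argues against noise of the arrays. Median log2 ratios were -0.56 on replicate 1, -1.06 on replicate 2 and 0.80 on replicate 3, so the slide, which replicate 3 shares with replicate 2, is not the cause. In the control channel the list was lower on replicate 3 than on the mean of replicates 1 and 2, by -1.03, with 12 of 12 genes below both. The Pb channel differed by 0.44, with 10 of 12 genes above both. Untreated roots of replicate 3 may have had another phosphate status, in media to which no phosphate was added, but this would not account for the difference in the Pb channel.

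In the value table, the column named for root replicate 1 was rebuilt from its own array for 94.1% of 43621 probes within a tolerance of 5%. The column named for root replicate 2 was rebuilt from the control channel of replicate 2 over the Pb channel of replicate 1 for 95.0%, and from its own array for 3.21%. That named for root replicate 3 was rebuilt from both channels of replicate 2 for 94.2%, and from its own array for 3.71%. The columns may therefore have been computed from channels of other arrays. Shoot columns were rebuilt from their own arrays for 89.9 to 91.8%. No comparison here uses these columns, and no biological explanation was tested.

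By limma at an adjusted p below 0.05, 694 genes were called higher in shoots after Pb. This is higher than the number in the paper, whose threshold was looser. At the same threshold 260 genes were called lower in shoots. This is lower than the number in the paper. At an adjusted p below 0.1, the rate used for the paper's counts, limma called 2721 genes higher and 1605 lower in shoots. Both are higher than the numbers in the paper. The methods' t-test at that threshold called 11 genes higher and 1 lower in shoots, and on quantile normalized signals 21 and 8. All of these are lower than the numbers in the paper, so the direction of the gap depends on the test. By limma at that threshold shoots held 21.8% of the calls of both tissues. This is a higher share than the one in the paper. By the methods' t-test 12 genes were called in shoots and 14453 in roots. This gives shoots a lower share than the one in the paper.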
